# Identifying significant temporal variation in time course microarray data without replicates

**DOI:** 10.1186/1471-2105-10-96

**Published:** 2009-03-26

**Authors:** Stephen C Billups, Margaret C Neville, Michael Rudolph, Weston Porter, Pepper Schedin

## Abstract

**Background:**

An important component of time course microarray studies is the identification of genes that demonstrate significant time-dependent variation in their expression levels. Until recently, available methods for performing such significance tests required replicates of individual time points. This paper describes a replicate-free method that was developed as part of a study of the estrous cycle in the rat mammary gland in which no replicate data was collected.

**Results:**

A temporal test statistic is proposed that is based on the degree to which data are smoothed when fit by a spline function. An algorithm is presented that uses this test statistic together with a false discovery rate method to identify genes whose expression profiles exhibit significant temporal variation. The algorithm is tested on simulated data, and is compared with another recently published replicate-free method. The simulated data consists both of genes with known temporal dependencies, and genes from a null distribution. The proposed algorithm identifies a larger percentage of the time-dependent genes for a given false discovery rate. Use of the algorithm in a study of the estrous cycle in the rat mammary gland resulted in the identification of genes exhibiting distinct circadian variation. These results were confirmed in follow-up laboratory experiments.

**Conclusion:**

The proposed algorithm provides a new approach for identifying expression profiles with significant temporal variation without relying on replicates. When compared with a recently published algorithm on simulated data, the proposed algorithm appears to identify a larger percentage of time-dependent genes for a given false discovery rate. The development of the algorithm was instrumental in revealing the presence of circadian variation in the virgin rat mammary gland during the estrous cycle.

## Background

In recent years, there has been considerable interest in using gene expression microarray data to study the dynamic behavior of cells. Microarrays allow researchers to take a "snapshot" of the state of a cell by measuring the mRNA expression levels of thousands of genes simultaneously. By taking multiple such "snapshots" at different times, one gains a dynamic picture of how expression levels change over time. A review article by Bar-Joseph [1] gives an excellent summary of many of the issues involved and methods developed for analyzing time course microarray data. Early analysis techniques applied methods that were originally designed for analyzing static data. But there are important differences between static experiments and time course experiments, which have motivated the development of specialized methods for analyzing time course data. In static experiments, data are collected for a number of different experimental conditions. There may be little or no mathematical relationship between these conditions, so they are usually represented as categorical data. In such experiments, it is essential to have several replicates from each condition. In time course experiments, time is a quantitative variable, so the order of the data and the spacing between time points matters. This difference can be exploited to develop more powerful techniques for analyzing time course data. Moreover, there is no longer an inherent requirement for replicates.

Based on this insight, we designed a microarray study of the estrous cycle of the rat mammary gland in which microarray data were collected at distinct time points without replicates. As part of this study, we developed an algorithm for identifying genes with significant temporal variation that does not rely on replicates. The algorithm is based on fitting the data with B-splines, which has a smoothing effect. A test statistic was developed that measures the magnitude of this smoothing effect relative to the overall variation in the data. This test statistic is then used in a false discovery rate procedure to identify significant genes.

The method described here, which we shall refer to as *Method 1*, has some notable similarities with a method recently proposed in [2], which we shall call *Method 2*. Both methods involve fitting the data with a B-spline model and neither method requires replicates. But there are some important differences between the two methods. First, Method 2 is based upon generalizing traditional analysis of variance methodologies to time series analysis. In contrast, Method 1 is motivated by the smoothing effect resulting from fitting the data by a spline function. It is designed explicitly to identify lower frequency variation in the data, which is not affected as much by the smoothing. Another difference is the technique used to assess statistical significance. In Method 2, a bootstrapping method is used to estimate a null distribution of the test statistic for each gene. In contrast, our method estimates a null distribution by recalculating the test statistic on a permuted data set.

## Results

### Algorithm description

To describe our algorithm, we assume that gene expression data were collected at *T *time points denoted *t*_1_,..., *t*_*T*_, given in nondecreasing order (i.e., *t*_1 _≤ *t*_2 _≤ ... ≤ *t*_*T*_). Letting *G *denote the number of genes, *Y *denotes the *G *× *T *array whose *ij*th entry *Y*_*ij *_is the normalized log-expression level of the *i*th gene at time point *t*_*j*_. *Y*_*i *_denotes the *i*th row of *Y*, which will be referred to as the *log-expression profile *of gene *i*.

Conceptually, we can view the data as being comprised of both time-dependent and time-independent variation. Specifically, we assume the following model of the data:

*Y*_*ij *_= *f*_*i*_(*t*_*j*_) + ϵ_*ij*_

where *f*_*i*_(*t*) is a continuous function of time, and ϵ_*ij *_represents the time-independent variability, which may be due to noise, or to other influences such as sample-to-sample heterogeneity.

The function *f*_*i*_(*t*) summarizes the influences of many different time-dependent biological processes, such as cell-cycles, circadian rhythms, development patterns, hormonal fluctuations, etc. Any such influences that occur at too high a frequency (relative to the sampling rate) cannot be distinguished from noise. So we assume the biologist is only interested in detecting the low frequency variation in *f*_*i*_.

With this in mind, we loosely define a gene to exhibit *significant temporal variation *if its expression profile exhibits "significant" low frequency variation. To translate this concept into a statistical test, we fit the expression profile of each gene with a "smooth" function of time *ϕ*(*t*) using B-splines.

#### Splines

Splines are piecewise polynomial functions, which are defined with respect to a non-decreasing set of *knots τ*_1 _≤ *τ*_2 _≤ ... ≤ *τ*_*M*+1_. Between two distinct consecutive breakpoints, the spline function is a polynomial of a specified degree. The order of the spline is defined to be one greater than the degrees of the polynomials. Typically, the interior knots are chosen to be distinct time points, whereas for technical reasons, the first and last knots are repeated *K *times, where *K *is the order of the spline. For data approximation purposes, a convenient method for defining splines is to define a basis for the set of piecewise polynomial functions of a given order. A popular choice of basis is the *B-spline *basis, which is defined using the Cox-de Boor recursion formula [3] as follows:

(1)

In this formula, *k *represents the order of the spline. For notational convenience, we define *b*_*i*_(*t*) = *b*_*i*, *K*_(*t*). ℬ = {*b*_1_(*t*),..., *b*_*M*_(*t*)} is the basis for the set of splines of order *K*. Using this basis, it is possible to represent any *K*-order spline function *ϕ*(*t*) as a linear combination of the basis functions. That is,

(2)

where *c*_*m*_, *m *= 1,..., *M *are the spline coefficients which uniquely define *ϕ*(*t*).

This representation is particularly convenient for fitting splines to a set of data points. The goal is to determine for each gene *i *the coefficients *C*_*i *_= [*c*_1_,..., *c*_*M*_] which give the best approximation of the log-expression profile *Y*_*i *_in the least squares sense. The first step is to define the "spline collocation" matrix *S*, which stores the values of the basis functions evaluated at the sample time points. The entries of *S *are defined by *S*_*mj *_= *b*_*m*_(*t*_*j*_). The least-squares approximation is then calculated by the equation

(3) *C*_*i *_= *Y*_*i*_*S*^+^,

where *S*^+ ^denotes the Moore-Penrose pseudoinverse of *S *(see [4]).

#### Test statistic

The spline approximation described above smooths out rapid fluctuations in the log-expression levels of a gene, while preserving longer term trends. This observation motivates the definition of the following test statistic, which is inversely related to the magnitude of the smoothing effect:

(4)

where *Z*_*i *_:= [*ϕ*_*i*_(*t*_1_), *ϕ*_*i*_(*t*_2_),..., *ϕ*_*i*_(*t*_*n*_)] is the vector of interpolated function values, *ϕ*_*i*_(*t*) is the approximating spline function for gene *i*, and Var denotes the variance. Intuitively, a small value of *ρ *corresponds to a large smoothing effect, which suggests that any long-term temporal trends are small relative to the overall variation in the log-expression levels. In contrast, a large value of *ρ *indicates the presence of a meaningful temporal trend.

To determine which genes demonstrate significant temporal variation, we use a false discovery rate procedure in conjunction with the test statistic *ρ*. To apply this procedure, it is necessary to approximate an expected distribution for *ρ *under the assumption that there is no temporal variation. This is accomplished by creating a permuted data set , which is generated by reordering the columns of the original data matrix *Y *in such a way that columns that were originally close together become far apart in . To make this more precise, a *permutation vector π *is specified, which is simply a rearrangement of the integers 1,..., *T*. Then, define , where *π*_*j *_is the *j*th component of *π*.

The *ρ *statistic is calculated for each "gene" in this permuted data set. The resulting values are then sorted, yielding an estimated null distribution. The estimated distribution is used to calculate *p*-values for each gene as follows: for gene *i*, the *p*-value is calculated by

where *L*_*i *_is the number of *ρ *values from the permuted data set that are larger than *ρ*_*i*_. Finally, a false discovery rate procedure [5] is used to choose significant genes.

#### Choosing a permutation vector

The permutation vector *π *should be chosen so that columns that are close together in the original data matrix *Y *will be far apart in the permuted matrix . Because many biological processes are cyclic, we define the distance between two indices in a way that accounts for wrapping around. Specifically, we define

Δ(*i*, *j*) = min{|*i *- *j*|, |*n *+ *i *- *j*|, |*i *- *j *- *n*|}.

We then define a score for a candidate permutation vector *π *according to the scoring function , where

The permutation vector *π *is chosen to be a local minimum of *s*(*π*), which is found using the following local search procedure. Given a permutation vector *π*, let (*i*, *j*) denote the permutation vector resulting from swapping the *i*th and *j*th entries of *π*.

### Local search procedure

Step 1: Generate a random permutation vector *π*.

Step 2: Find (*i*, *j*) satisfying *s*((*i*, *j*)) <*s*(*π*). If no such (*i*, *j*) exists, stop; *π *is locally optimal.

Step 3: Set *π *= (*i*, *j*) and go to Step 2.

### Test results

To validate our algorithm, we performed three sets of tests on simulated data.

#### p-value tests

In the first set of tests, we compared the p-values calculated by the two methods on 9 simulated data sets. Each data set corresponds to an underlying temporal variation with different frequency and amplitude, specified by parameters *ω *and *α*. (See (5) in Section 5.1 for details). The results are shown in Figures 1, 2, and 3. Figure 1 corresponds to the null case, where there are no temporal dependencies in the data. The graphs in Figure 2 correspond to cases where there is a temporal dependency whose frequency is relatively low, and the graphs in Figure 3 correspond to higher frequency temporal dependencies. In each graph, the simulated genes are sorted in order of increasing p-values for Method 1.

**Figure 1:**
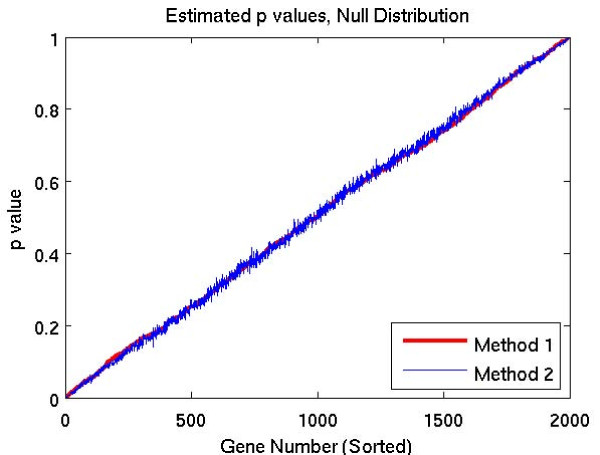
**Estimated p-values for null distribution**.

**Figure 2:**
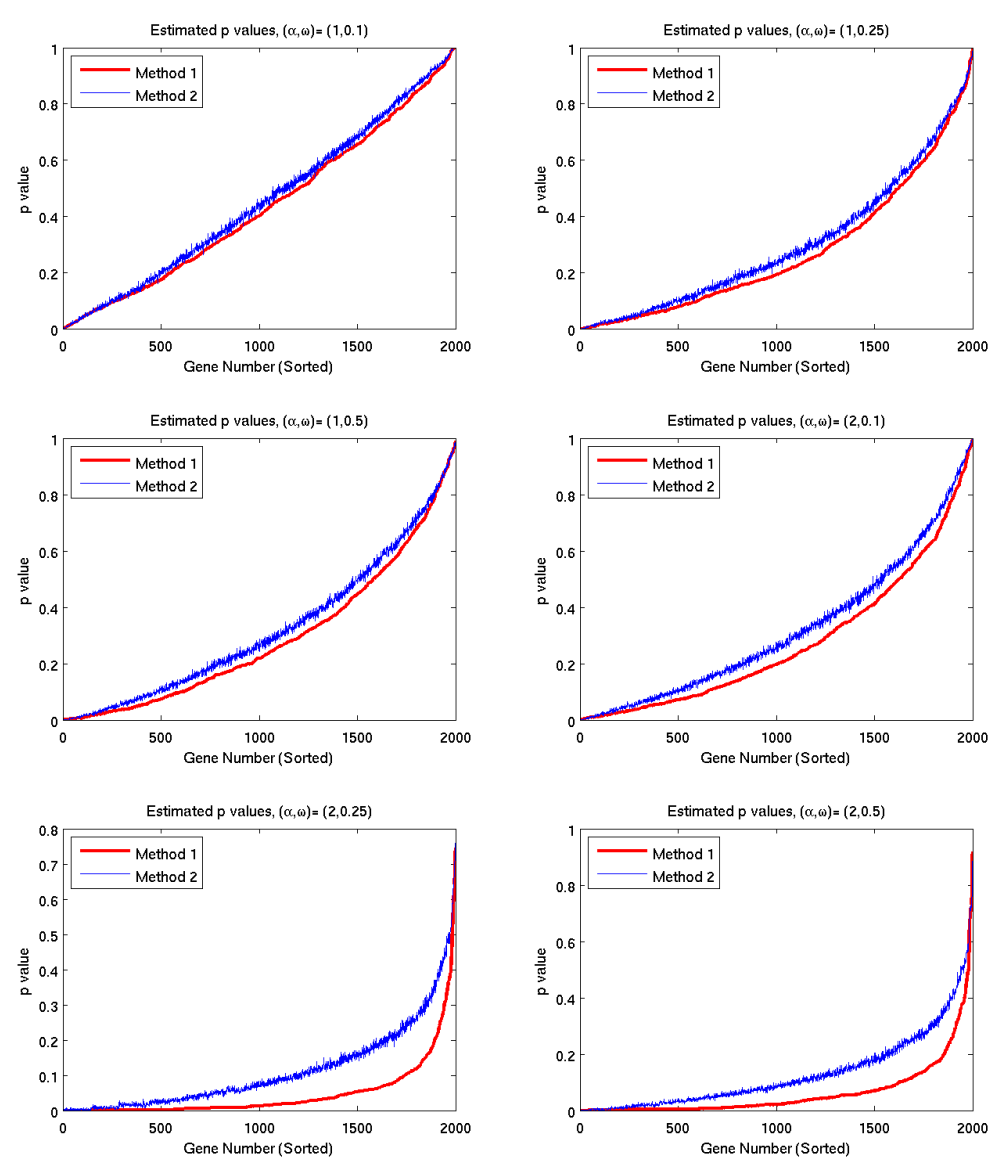
**Estimated p-values (low freq. signals)**.

**Figure 3:**
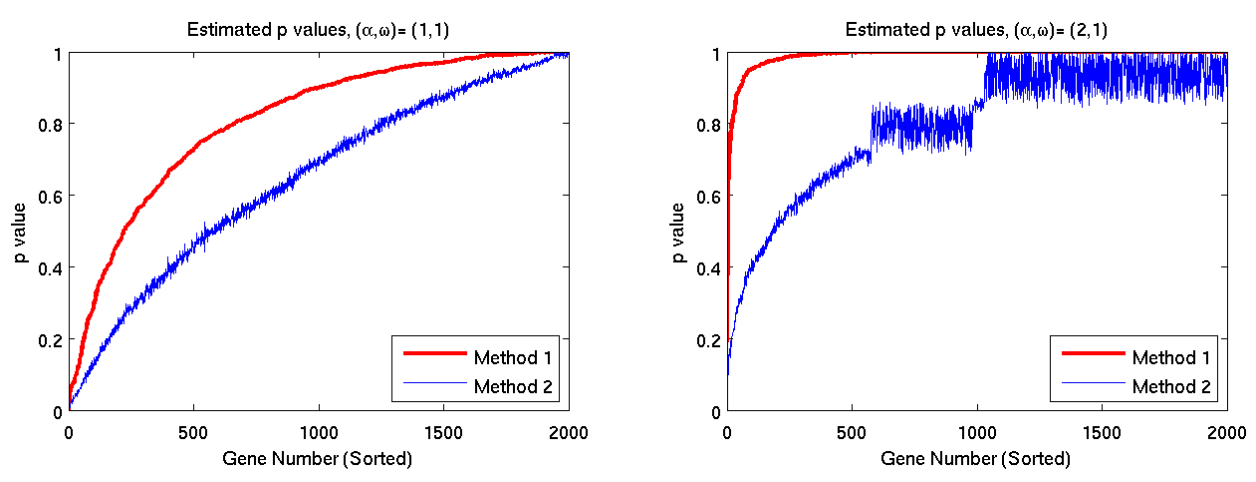
**Estimated p-values (high freq. signals)**.

#### False discovery rate tests

The second set of tests analyzed 8 simulated data sets. In each data set, half of the genes were generated with time-dependent variation, and half were generated from the null distribution. For each method, we determined for each gene the smallest false discovery rate that would result in that gene being selected. By sorting the genes according to these threshold rates, we calculated the number of true discoveries and the number of false discoveries that would result from every possible fdr rate. The results are shown in Figure 4.

**Figure 4:**
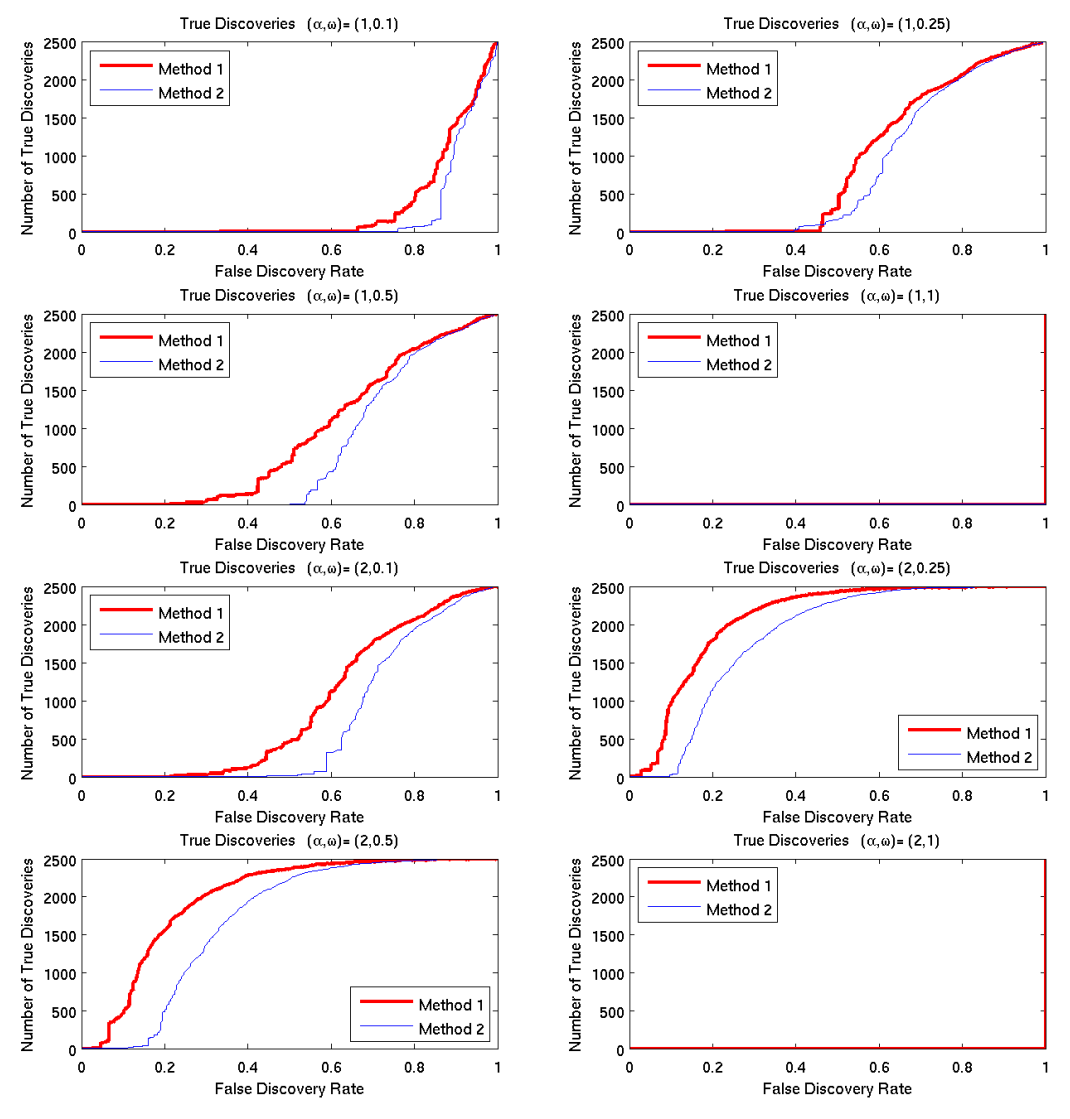
**True discoveries as function of fdr rates**.

We also plotted the number of false discoveries as a function of the specified fdr rate. An example for the case *α *= 2, *ω *= .5 is shown in Figure 5. In this figure, the dotted line corresponds to the predicted number of false discoveries for each false discovery rate. Observe that the true number of false discoveries is below this line for both algorithms. Results for the other cases are similar.

**Figure 5:**
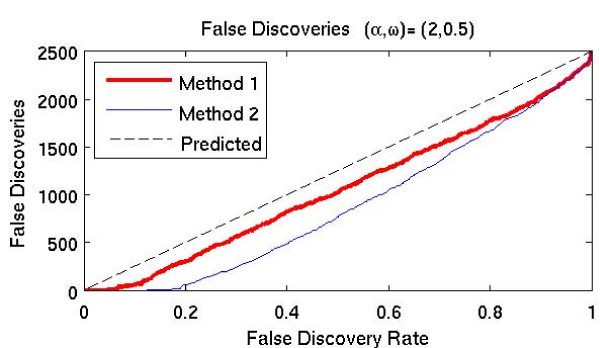
**False discoveries as function of fdr rates**.

#### Sensitivity tests

Our third set of tests studied the sensitivity of the methods to i) the number of time points *T*, ii) the number of knots *M *+ 1, and iii) the order of the spline *K*. Each test analyzed a data set using different values of *T*, *M*, and *K*. (See Section 5.1 for details). The results are reported in Table 1.

**Table 1:** Average estimated *p*-values

Method 1, Order = 2					Method 2, Order = 2				
	R					R			

T	2	4	6	8	T	2	4	6	8

9	0.567	0.512	0.511	0.520	9	0.689	0.613	0.319	0.598

17	0.533	0.857	0.899	0.921	17	0.326	0.607	0.488	0.596

25	0.262	0.417	0.599	0.586	25	0.204	0.445	0.578	0.614

33	0.133	0.120	0.173	0.594	33	0.163	0.119	0.147	0.549

49	0.022	0.006	0.006	0.123	49	0.110	0.032	0.035	0.249

65	0.018	0.002	0.004	0.002	65	0.083	0.015	0.015	0.012

Method 1, Order = 3					Method 2, Order = 3				

	R					R			

T	2	4	6	8	T	2	4	6	8

9	0.657	0.566	0.483	0.475	9	0.688	0.643	0.450	0.602

17	0.443	0.870	0.819	0.874	17	0.284	0.639	0.403	0.616

25	0.143	0.201	0.575	0.610	25	0.218	0.211	0.593	0.584

33	0.121	0.090	0.494	0.587	33	0.183	0.096	0.385	0.540

49	0.020	0.006	0.006	0.014	49	0.120	0.035	0.028	0.052

65	0.014	0.003	0.002	0.001	65	0.082	0.019	0.011	0.007

Method 1, Order = 4					Method 2, Order = 4				

	R					R			

T	2	4	6	8	T	2	4	6	8

9	0.589	0.616	0.510	0.593	9	0.678	0.673	0.403	0.633

17	0.445	0.801	0.821	0.881	17	0.293	0.581	0.125	0.634

25	0.220	0.292	0.481	0.528	25	0.213	0.280	0.510	0.544

33	0.145	0.101	0.097	0.470	33	0.178	0.097	0.071	0.453

49	0.034	0.008	0.008	0.028	49	0.129	0.052	0.035	0.087

65	0.016	0.003	0.003	0.001	65	0.089	0.021	0.014	0.006

### Estrous cycle study

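Mammary gland RNA was measured in 32 virgin rats, each killed at a different hour of the 4-day estrous cycle, so that every array stands for 1 rat and no time point has a replicate. The Affymetrix Rat 230 2.0 array reads each transcript with a probe set, a group of short oligonucleotides that match it. The deposited values are linear intensities that the authors made with the GC-RMA algorithm in GeneSpring, which subtracts background by probe sequence and normalizes the arrays together. The paper used 31 of the arrays, which fall on day 1 (8 rats, 7 to 17.6 h after midnight of the first day), day 2 (8 rats, 31.6 to 43 h), day 3 (8 rats, 57 to 67.1 h) and day 4 (7 rats, 79.3 to 88.1 h). The median intensity of an array ran from 49.9 to 53.1 on day 1, from 50.7 to 54.7 on day 2, from 50.0 to 52.8 on day 3 and from 50.3 to 53.6 on day 4. The paper describes flash-frozen mammary tissue, with several glands of the left side, and extraction with TriZol followed by a column. The sample labels instead describe the fourth glands, kept in a stabilizing solution, and a column alone. Which of these was used was not settled here. Method 1 and Method 2 were rerun from the deposited intensities with the knots, permutation vector and false discovery rate of 0.25 that the paper gives. In addition, log2 intensities were fitted with limma, with the cycle day as a factor and the clock hour as a slope, so that the 31 rats of the 4 days share 1 estimate of the spread. Rats of a day differ in clock hour, and the spread around these fits holds both differences between rats and measurement error. For description, the rats were also divided at a fixed clock hour shortly after noon into 14 sampled earlier and 17 sampled later in the day. The choices with most effect on the number of calls of Method 1 were the permutation vector, the spline order and the false discovery rate.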

Method 1 was used to analyze a data set collected by microarray to study the estrous cycle of the virgin rat mammary gland. After preprocessing, this data set consists of expression levels of 21044 genes at 31 different time points, spread out over the 4 day estrous cycle. 

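Clock genes were among the transcripts with a large share of their variance in the spline. The share, the rho of Method 1, was 0.906 for a probe set of Hlf and 0.906 for a probe set of Tef, both clock-controlled transcription factors, 0.895 for Bmal1, a transcription factor of the circadian clock itself, 0.884 for a probe set of Per2, a repressor of that factor, and 0.823 for Dbp, a relative of Hlf and Tef. Csap1 had a rho of 0.849, Pgr, the progesterone receptor, 0.748, and the mitotic kinase Cdk1 0.572. Method 1 called 1908 of 21068 probe sets, which stand for 1349 genes with a single symbol. Over 100 random permutation vectors the number of calls ran from 85 to 5326. It was 1193 without the rat of 7 h, 795 without 16 h, 666 without 35.5 h and 983 without 43 h. It was 812 without 57 h, 742 without 59.8 h, 1261 without 67.1 h, 1226 without 80.9 h and 1010 without 83.9 h. These 9 were the largest changes by ratio. Over all 31 runs the count ran from 666 to 2713. It rose without the rat of 7.5, 10, 14.6, 34.5, 38.3, 41.6 or 82.5 h.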

The application of Method 1 to this data set identified 1893 temporally significant genes. By comparison, Method 2 (using the same splines and fdr rate) identified only 871 genes. 

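Method 2 called 1054 probe sets, with p-values from 500 bootstraps of each probe set's residuals. Bmal1, Npas2, Dbp, Pgr and Csap1 were among them, and so was Per1, a clock repressor, with a rho of 0.670. Ccnb1, a cyclin of mitosis, with a rho of 0.494, and Ccna2, a cyclin of S phase and mitosis, with a rho of 0.502, were called by Method 1 and not by Method 2. The lowest rho among the calls was 0.447 for Method 1 and 0.448 for Method 2. The median rho was 0.248 over all probe sets and 0.219 in the permuted data. At a false discovery rate of 0.05 the calls numbered 308 for Method 2 and 373 for Method 1. With 500 bootstraps, the 308 can only be probe sets whose statistic no bootstrap exceeded. That count therefore rests on the resolution of the p-values and cannot be compared with the count of Method 1.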

The 1893 genes identified by Method 1 were clustered using a hierarchical clustering method to generate 20 clusters, which are displayed in Figures 6 and 7.

**Figure 6:**
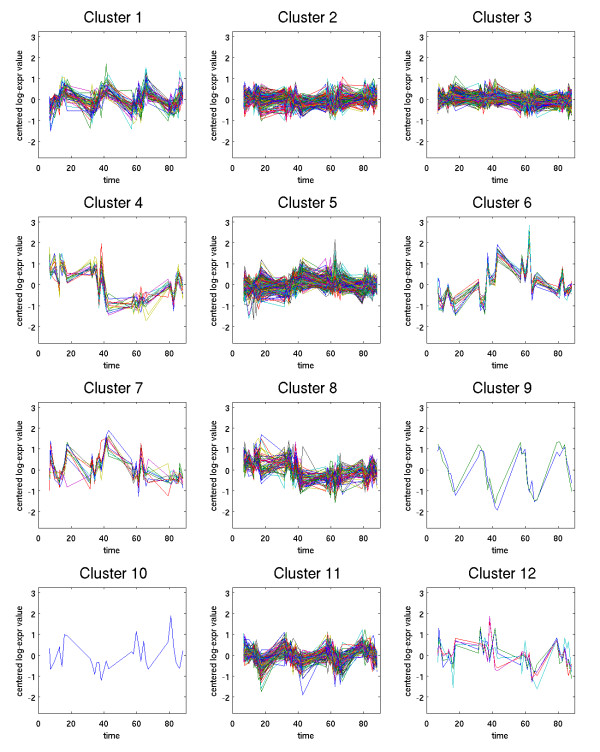
**Clusters 1–12**.

**Figure 7:**
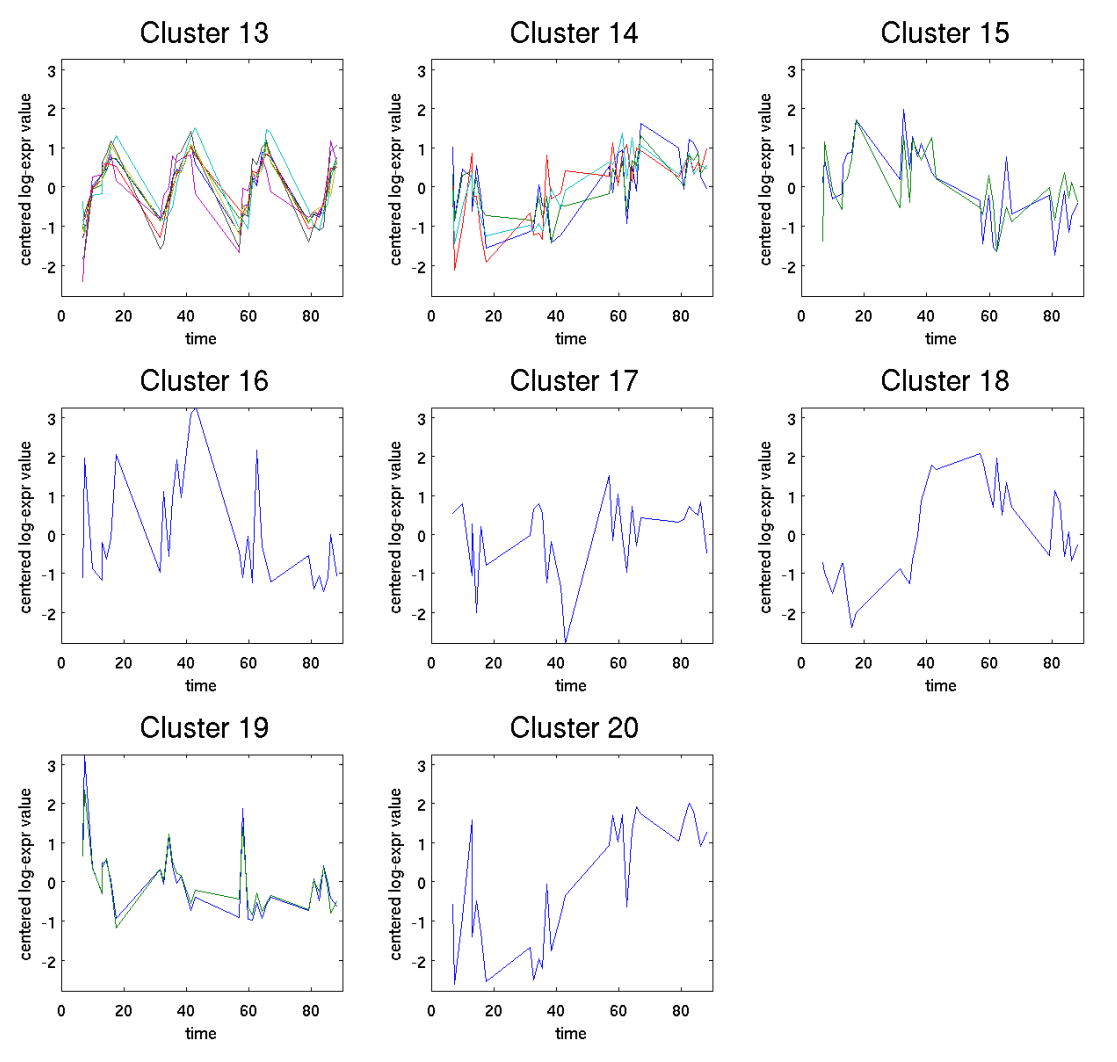
**Clusters 13–20**.

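Clusters led by known clock and hormone genes were small. When the Method 1 calls were divided into 20 clusters by complete linkage on their spline coefficients, the 3 largest held 1718 probe sets. The largest held 1459, the second 139, among them Prom1, a marker of luminal epithelium, and the third 120, among them Nfil3, a clock-controlled repressor. A cluster of 26 held the mitotic genes Aurkb, Ccnb1, Cdk1 and Top2a, a cluster of 9 held Pgr, Greb1 and Stc2, and a cluster of 7 held Dbp, Nr1d1, Per2, Per3 and Tef. Bmal1 and Npas2 formed a cluster of 2. The size of the 3 largest depended on the linkage, with 1856 probe sets under average linkage and 860 under Ward linkage. With complete linkage and a correlation distance it was 606.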

The choice of clustering methods resulted in most of the genes (1579) being grouped into three large clusters (2,3 and 5). 

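In the largest cluster, of 1459 probe sets, the median range of the fitted profiles from lowest to highest was 0.68 on the log2 scale. It was 1.29 in the cluster that holds Prom1 and 1.25 in the cluster that holds Nfil3, against 1.27 in the cluster of 66 that holds Acta2, a smooth muscle actin. In the largest cluster the mean log2 level differed from the overall mean by -0.008 on day 1, 0.035 on day 2, -0.003 on day 3 and -0.027 on day 4. The cluster of Pgr and Greb1 had a median range of 3.36, the cluster of Bmal1 and Npas2 one of 5.00, and Csap1 alone one of 5.47.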

Examining the individual expression profiles of genes in these clusters shows that most of these genes exhibit relatively weak, but easily discernible low frequency variation. However, due to the large numbers of genes in these clusters, the graphs of the clusters (particularly clusters 2 and 3) do not exhibit obvious temporal patterns. While we believe that most of the genes in these clusters are temporally significant, it is also likely that these three clusters are richer in false positives.

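Method 2 called 922 of the 1718 probe sets in the 3 largest clusters, or 53.7%, and 132 of the 190 in the other 17 clusters, or 69.5%. The shares by cluster were 50.2% in the largest, 69.1% in the cluster that holds Prom1 and 78.3% in the cluster that holds Nfil3. The median rho was 0.563 for probe sets called by both methods and 0.472 for those called by Method 1 alone. Both methods score probe sets by the spline's share of variance, so a higher rho in the shared calls largely follows from the methods. The paper proposes that its 3 large clusters hold more false positives than the others.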

Nine of the clusters exhibit clear estrous-cycle dependent temporal responses. Clusters 4, 8, 12, and 15 are down-regulated immediately following Estrus (which occurs on day 2). 

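Some hormone-responsive transcripts, 3 of 8 measured with the progesterone receptor among them, were lower on day 3, after estrus, than on day 1. Pgr stood at an intensity of 279 ± 117 (SD, n = 8 rats) on day 1 and 55.3 ± 8.96 (SD, n = 8) on day 3, with 187 ± 125 (SD, n = 8) on day 2 and 141 ± 54.4 (SD, n = 7) on day 4. Its log2 change from day 1 to day 3 was -2.10 (standard error 0.39, adjusted p = 0.00638 from limma). All 8 rats of day 3 lay below the day 1 mean. Greb1, an estrogen-induced gene, changed by -2.29 (standard error 0.44, adjusted p = 0.00638 from limma) and Stc2, the secreted glycoprotein stanniocalcin 2, by -1.88 (standard error 0.34, adjusted p = 0.00499 from limma).
Cited4, a transcriptional coactivator, changed by -2.42, Smim38 by -2.24, Akr1c15 by -1.74 and Calml3, a calmodulin-like protein of epithelia, by -1.73 on the log2 scale. Oxtr, the oxytocin receptor of myoepithelial cells, changed by -1.66, Cyp2e1, a cytochrome P450, by -1.87 and LOC100910319 by -1.66. These 10 were the largest decreases among genes with a single symbol and an adjusted p under 0.05 from limma. Of 8 measured steroid receptor and hormone-sensing epithelium genes, listed before the data were examined, 3 were lower (Pgr, Greb1 and Stc2), none was higher and 5 did not pass (4 lower when adjusted over the list alone). The list passed limma's camera with its preset correlation (adjusted p = 1.17e-05), and its adjusted p = 0.232 with an estimated correlation. Of 12 macrophage markers, 1 was lower (Cd163, a scavenger receptor, with a log2 change of -0.63), none was higher and 11 did not pass (4 lower when adjusted over the list alone). That list had a median log2 change of -0.33, an adjusted p = 1.17e-05 in camera with the preset correlation and an adjusted p = 0.343 with an estimated correlation. With array weights Cyp2e1 no longer passed (adjusted p = 0.0678 from limma). In all, 152 of 21068 probe sets were lower on day 3 than on day 1. That count was 72 without the rat of 13.2 h, 66 without 14.6 h, 61 without 16 h and 67 without 57 h. It was 82 without 59.8 h, 94 without 61.3 h and 88 without 62.5 h. Over all 31 runs that left out 1 rat it ran from 61 to 212. With array weights it was 381. It was 230 with 4 tissue marker lists (adipocyte, skeletal muscle, luminal epithelial and lymphocyte) as covariates, a setting chosen after the data were seen. When the rats of 41.6 to 67.1 h were set against those of 7 to 38.3 h it was 247.

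**Figure D1:**
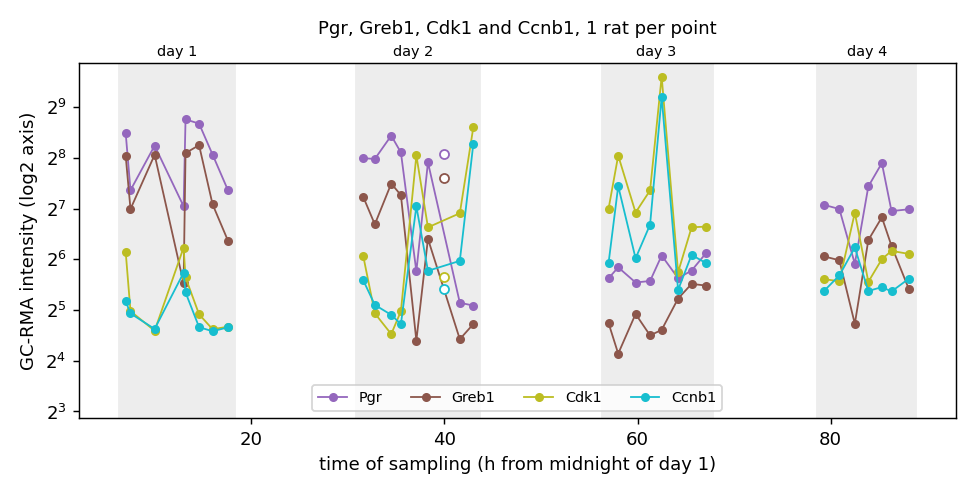
Intensity of Pgr, Greb1, Cdk1 and Ccnb1 in each rat against the hour of sampling, on a log2 axis, where each filled point is 1 rat, lines join rats of the same day, and open points are the 40 h array. Pgr lay at 34 and 35 in the rats of 43 and 41.6 h and at 270 in the rat of 40 h.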

Clusters 6, 7, 14, 18, and 20 are all up-regulated following Estrus. 

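Some mitosis genes and some basal and myoepithelial markers, 4 of 24 and 4 of 11 measured, were higher on day 3 than on day 1. Which cells of the gland gave these rises was not tested. Ccnb2, a cyclin of mitosis, stood at 50.9 ± 28.3 (SD, n = 8 rats) on day 1 and 300.0 ± 339 (SD, n = 8) on day 3, a log2 change of 2.15 (standard error 0.55, adjusted p = 0.0484 from limma). Cdk1 changed by 1.94 (standard error 0.50, adjusted p = 0.0498 from limma). Ccna2 had a log2 change of 2.13 and an adjusted p = 0.0522 from limma (0.0490 with quantile normalization and 0.0494 with all 32 arrays), and Ccnb1 one of 1.56 and an adjusted p = 0.0731 from limma. Ccnb2 no longer passed with array weights (adjusted p = 0.0556). Of 24 measured mitosis genes, 4 were higher (Ccnb2, Cdk1, Cenpf and Kif20a), none was lower and 20 did not pass (23 higher when adjusted over the list alone). The list passed camera with its preset correlation (adjusted p = 5.00e-19), and its adjusted p = 0.307 with an estimated correlation. Of 22 DNA replication genes 0 passed (0 when adjusted over the list alone), and the list had an adjusted p = 4.90e-06 in camera with the preset correlation and an adjusted p = 0.444 with an estimated correlation. The rat of 62.5 h had the highest means of day 3, of 3.05 log2 units for the mitosis list, around the mean of the 31 rats, against 1.38 in the next rat, and of 1.50 for the DNA replication list against 0.39.
Csap1 had the largest increase of the genes with a single symbol past the threshold, with a log2 change of 3.77 (standard error 0.59, adjusted p = 0.00157 from limma). Il17b, a cytokine, had a log2 change of 1.89 (standard error 0.30, adjusted p = 0.00157 from limma). LOC102552398 changed by 3.16, Cdkn3, a phosphatase of the cell cycle, by 2.17, Knstrn, a spindle protein, by 2.09 and Cenpw, a kinetochore protein, by 1.47 on the log2 scale. Cenpf changed by 1.66 and Kif20a by 1.75. Of 11 basal and myoepithelial markers, 4 were higher (Cnn1, Tagln, Myh11 and Mylk, all proteins of the contractile apparatus), 1 was lower (Oxtr) and 6 did not pass (6 higher and 1 lower when adjusted over the list alone). The list had an adjusted p = 0.00384 in camera with the preset correlation and an adjusted p = 0.352 with an estimated correlation. Of 15 luminal epithelial markers, 2 were higher (the keratins Krt8 and Krt18, with log2 changes of 0.47 and 0.41), 1 was lower (Prom1, at -0.99) and 12 did not pass (2 higher and 1 lower when adjusted over the list alone). In all, 85 probe sets were higher on day 3. That count was 36 without the rat of 13.2 h, 38 without 14.6 h, 33 without 16 h, 39 without 17.6 h, 33 without 57 h, 43 without 59.8 h, 53 without 61.3 h, 54 without 62.5 h and 136 without 65.6 h. It was 190 with array weights and 146 with the same 4 tissue marker lists as covariates. When the rats of 41.6 to 67.1 h were set against those of 7 to 38.3 h it was 161.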

Four other clusters exhibit distinct circadian variation. 

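Along the day, 254 probe sets were higher at later hours and 158 were lower, at an adjusted p under 0.05 for the slope in limma over all 4 days. They stand for 174 and 106 genes with a single symbol. Of 13 measured clock genes of the E-box and D-box arm, which holds repressors and outputs of the clock, all 13 rose (13 higher when adjusted over the list alone). Of 5 clock genes of the BMAL1 arm, which run in the opposite phase, 4 fell and Cry1 did not pass (4 lower when adjusted over the list alone). Both lists passed camera with the preset correlation (adjusted p = 3.78e-43 and 8.58e-17) and with an estimated correlation (adjusted p = 1.81e-06 and 4.25e-05). Of 13 glucocorticoid-responsive genes, 4 were higher at later hours (Fkbp5, Tsc22d3, Klf9 and Nfkbia), 2 were lower (Cdkn1a and Cebpd) and 7 did not pass (5 higher and 4 lower when adjusted over the list alone). That list did not pass camera (adjusted p = 0.676 with the preset correlation). Of 13 adipocyte markers, 2 were higher (Cidec and Pparg, at log2 changes of 0.74 and 0.92 over 10 h) and 11 did not pass (2 higher when adjusted over the list alone).
A slope that differed between the days was found for 1 probe set. It was found for 0 without the rat of 7.5, 31.6, 41.6 or 43 h and for 2 without the rat of 79.3 or 80.9 h. At an unadjusted p under 0.05 there were 749, or 3.56%, which is below the share of 0.05 that chance alone gives. Without day 1 the counts along the day were 139 higher and 78 lower, without day 2 they were 77 and 52, and without day 4 the higher count was 161.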

In clusters 1 and 13, expression levels increase steadily throughout the day (7 a.m.–7 p.m.) and then decrease over night. 

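Dbp rose most through the day. It stood at 179 ± 124 (SD, n = 14 rats) earlier in the day and 1028 ± 292 (SD, n = 17) later in the day, with a log2 change of 3.92 over 10 h (standard error 0.33, adjusted p = 2.38e-09 from limma). Per2 rose from 132 ± 40.0 (SD, n = 14) to 613 ± 365 (SD, n = 17), a log2 change of 3.16 over 10 h (standard error 0.25, adjusted p = 3.78e-10 from limma). Per3, a further period gene, rose by 2.57, Nr1d1, a nuclear receptor that represses Bmal1, by 2.30, and Usp2, a clock-controlled deubiquitinase, by 2.05. Star, the cholesterol carrier of steroid synthesis, rose by 2.05 (standard error 0.36, adjusted p = 7.86e-04 from limma). The slopes of these 6 genes were positive on each of the 4 days. For the probe set with the largest change, Tef rose by 2.75, Hlf by 1.99 and Nr1d2, a relative of Nr1d1, by 1.60. A smaller rise was measured for Cry2, at 0.64, and for Wee1, a kinase that delays mitosis, at 1.44.

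**Figure D2:**
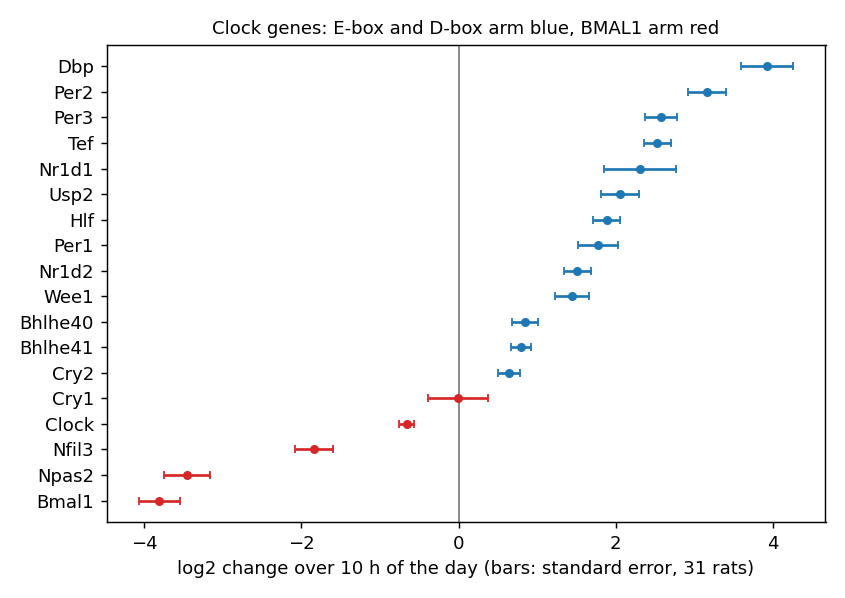
Log2 change over 10 h of the day for the 18 measured clock genes, from the fit over 31 rats with the cycle day as a factor. Points are estimates and bars are standard errors, with the E-box and D-box arm in blue and the BMAL1 arm in red; Dbp lies at 3.92, Cry1 at -0.004 and Bmal1 at -3.80.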

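Npas2, a partner of Bmal1 in the clock, fell from 422 ± 68.4 (SD, n = 14 rats) earlier in the day to 102 ± 65.3 (SD, n = 17) later in the day, a log2 change of -3.45 over 10 h (standard error 0.29, adjusted p = 2.38e-09 from limma). Nfil3 changed by -1.84 and Clock by -0.66 over 10 h. Outside the clock, Reg3b, a secreted antibacterial lectin, changed by -2.18 (standard error 0.55, adjusted p = 0.0297 from limma). Adamts4, a protease of the matrix, changed by -1.79, Spon2, a matrix protein, by -1.72, Cxcl1, a chemokine that attracts neutrophils, by -1.70, Rgs7 by -1.61, Nrk by -1.60 and Fbn2, a fibrillin, by -1.43 over 10 h, all with an adjusted p under 0.05 from limma. The slopes of these 7 genes outside the clock were negative on each of the 4 days. Of 11 acute phase and involution genes, 2 were lower at later hours (Bcl3 and Cebpd) and 9 did not pass (3 lower when adjusted over the list alone). That list had an adjusted p = 2.51e-04 in camera with the preset correlation and an adjusted p = 0.274 with an estimated correlation.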

The opposite behavior appears in clusters 9 and 11, for which expression levels decrease throughout the day. The presence of these circadian variations was unexpected and potentially quite significant biologically. To provide a preliminary validation of these results, two genes were selected for further study: Per1 (period homolog 1), which appears in cluster 1, and BMal (brain-muscle-ARNT-like protein), which is in cluster 9. For these two genes, quantitative real time PCR was performed, as described in [6]. 

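In the arrays, Per1 rose and Bmal1 fell through the day on each of the 4 days. Per1 stood at 70.1 ± 25.7 (SD, n = 14 rats) earlier in the day and 163 ± 62.6 (SD, n = 17) later in the day, a log2 change of 1.78 over 10 h (standard error 0.25, adjusted p = 4.51e-05 from limma). Bmal1 stood at 200 ± 61.6 (SD, n = 14) earlier and 35.3 ± 20.6 (SD, n = 17) later, a log2 change of -3.80 over 10 h (standard error 0.26, adjusted p = 2.99e-11 from limma). Leaving out each rat in turn, the slope of Per1 ran from 0.17 to 0.19 and that of Bmal1 from -0.40 to -0.37 log2 units per hour. Per1 fell in a cluster of 13 probe sets with Hlf, Usp2, Wee1, Star and Tsc22d3. From PCR of these genes, the paper concludes that both are under circadian regulation.

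**Figure D3:**
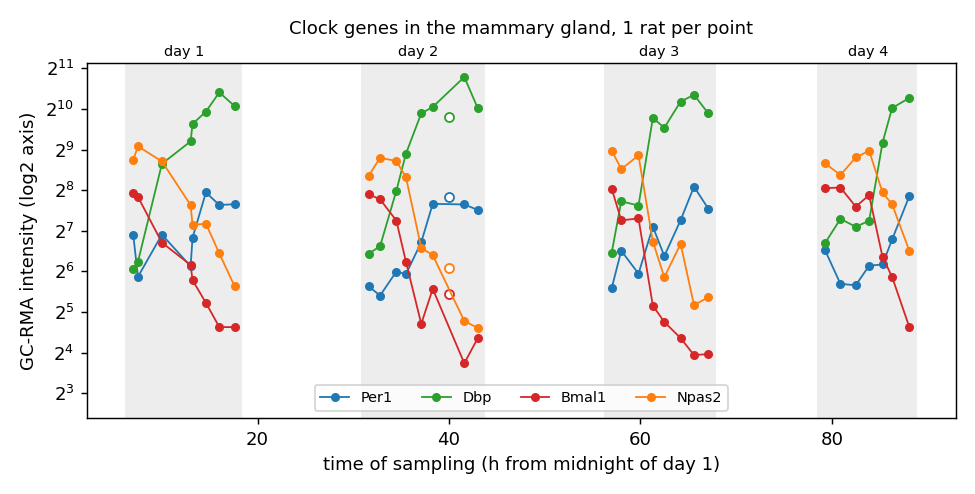
Intensity of Per1, Dbp, Bmal1 and Npas2 in each rat against the hour of sampling, on a log2 axis, where each filled point is 1 rat, lines join rats of the same day, and open points are the 40 h array. Per1 lay at 229 and Bmal1 at 44 in the rat of 40 h.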

The results of this analysis, shown in Figure 8, confirm that both genes are under circadian regulation and follow the patterns predicted by the clusters in which they are found.

**Figure 8:**
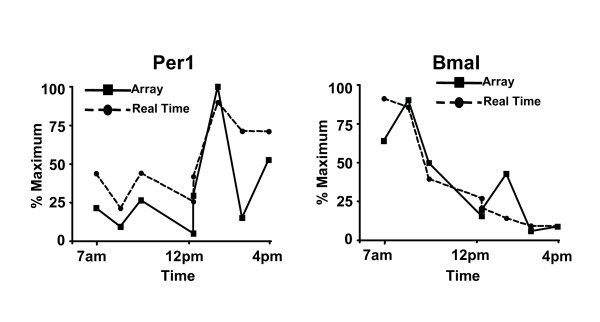
**Confirmation of Per1 and Bmal expression**. Total RNA from the indicated time-points was used for array analysis and analyzed by real time PCR using primers specific to rat Per1 and Bmal. Data was normalized to 100% of maximum and compared to that obtained in the arrays. The results show that Per1 and Bmal are under circadian regulation, validating the circadian patterns detected by analysis of the microarray data.

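On day 1, Bmal1 in the arrays fell from 91.1% of its highest value among the 31 arrays at 7 h to 39.1% at 10 h, 26.7% at 13 h, 14.0% at 14.6 h and 9.3% at 17.6 h. Its intensity went from 243.9 to 24.8. Per1 stood at 44.2% at 7 h, 21.5% at 7.5 h, 44.2% at 10 h, 25.7% at 13 h and 41.8% at 13.2 h, then at 90.6% at 14.6 h, 73.1% at 16 h and 74.1% at 17.6 h. Each value is a single rat, so no error can be taken from repeats of a time point. The standard errors given for the slopes of Per1 and Bmal1 rest on the spread that the 31 rats share in the limma fit.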

## Discussion

### Frequency response

The results of the p-value tests shown in Figures 1, 2, and 3 demonstrate that the methods are sensitive to the frequency of the underlying temporal variation. Figure 1 corresponds to the null case (*α *= 0), where there are no temporal dependencies in the data. In this case, both methods yield essentially identical p-values, whose graphs lie on the 45 degree diagonal line. This line corresponds to the uniform distribution, which is the expected distribution of p-values arising from a null distribution. The graphs in Figure 2 correspond to cases where there is a temporal dependency whose frequency is relatively low. In these cases, the *p*-values of Method 1 are lower than the *p*-values of Method 2. As a result, Method 1 identifies a greater number of significant genes for any specified p-value. In contrast, the graphs in Figure 3 correspond to higher frequency temporal dependencies. In these cases, the p-values for Method 1 are higher, suggesting that Method 2 would be more sensitive. However, in these cases, the p-value distribution for both methods lies above the 45 degree diagonal line corresponding to the uniform distribution. Thus, when used in conjunction with a false discovery rate method, neither method would identify *any *of the genes as significant.

This phenomenon is surprising when viewed from the perspective of Method 2. That method was developed as a generalization of ANOVA techniques to the analysis of time series data. The test statistic is a straightforward generalization of the F statistic, and its null distribution is estimated using bootstrapping. From this perspective, one would expect that data containing time dependencies would, on average, produce lower p-values than the null distribution. But just the opposite is observed for high frequency data.

In contrast, the observed phenomenon is quite natural from the viewpoint of Method 1. Here, we are explicitly trying to measure the smoothing effect of the spline approximation on the data. When high frequency variation is present, the effect of smoothing will be large, resulting in larger p-values than one would expect from purely random data.

The impact of frequency on the calculated p-values is more exaggerated in Method 1. That is, for low frequency variation, Method 1 yields lower p-values than Method 2; and for high frequency variation, Method 1 yields higher p-values. Since neither method will detect high frequency variation, Method 1 appears to be more sensitive where it matters-i.e., in detecting low frequency variation.

This observation is confirmed by the results of the false discovery rate tests shown in Figures 4 and 5. Note that for any given false discovery rate, Method 1 detects a larger percentage of the time-dependent genes, with the exception of the high frequency cases, for which no genes were detected by either method.

### Sensitivity tests

The average estimated *p*-values reported in Table 1 give an indication of how well each method does in identifying temporally significant genes, with smaller values indicating better performance. We make the following observations:

1. Both methods are sensitive to the total number of knots. In particular, the methods perform best when there are at least 9 knots (which divide the range of times into 8 knot-intervals). For example, for *T *= 49, the *p*-values are very small for *R *= 4 (which corresponds to 13 knots) and *R *= 6 (9 knots), but get significantly worse for *R *= 8 (7 knots). This makes intuitive sense because the data were generated from a function which cycles 4 times, so 9 knots corresponds to two knot-intervals per cycle. Using fewer knots would make it very difficult to fit the data with the splines.

2. On the other hand, there can also be too many knots. For large numbers of time points (for example *T *= 65), the average *p*-values are worse for *R *= 2. This suggests that when there are relatively few time points per knot, the splines may be overfitting the data, resulting in poorer performance.

3. Both methods are relatively insensitive to the order of the splines.

### Estrous cycle study

In the estrous cycle study, it is interesting to note that all genes identified by Method 2 were also identified by Method 1. 

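All 1054 probe sets called by Method 2 were also called by Method 1, and 854 were called by Method 1 alone. With the bootstrap statistics pooled over probe sets, Method 2 called 860, of which 860 were also Method 1 calls. With pooled statistics both methods rank probe sets in the order of rho, so that overlap was fixed by construction and tests nothing. Without the filter on low intensities, 99.88% of the Method 2 calls were also called by Method 1. Among the genes called by Method 1 alone were Ccnb1, Ccna2, Fads2, a fatty acid desaturase, with a rho of 0.476, and Muc1, a mucin of luminal epithelium, with a rho of 0.447.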

To assess whether the additional genes identified by Method 1 are biologically significant, we examined each of the 20 clusters and identified which genes in the cluster were also identified by Method 2. The results are shown in Table 2.

**Table 2:** Analysis of clusters

Cluster	# Method 1	# Method 2	# in Method 1 not Method 2	% in Method 1 not Method 2	Description
1	57	48	9	16	Circadian, Increase
2	318	147	171	54	No clear pattern
3	645	235	409	63	No clear pattern
4	14	14	0	0	Downreg. after E (PR in here)
5	611	287	324	53	No clear pattern
6	18	10	8	44	Upregulated after E (cyclins)
7	10	3	7	70	Upregulated after E
8	66	48	18	27	Downregulated after E
9	2	2	0	0	Circadian, decrease
10	1	0	1	100	No clear pattern
11	127	81	46	36	Circadian, decrease
12	5	2	3	60	Downregulated after E
13	7	7	0	0	Circadian, increase
14	4	4	0	0	Upregulated after E
15	2	1	1	50	Downregulated after E
16	1	1	0	0	No clear pattern
17	1	0	1	100	No clear pattern
18	1	1	0	0	Upregulated after E
19	2	0	0	0	No clear pattern
20	1	1	0	0	Upregulated after E

The genes found only by Method 1 are spread across most of the clusters (with only some of the very small clusters missing). 

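Probe sets called by Method 1 alone were present in 13 of the 20 clusters. The cluster of Muc1, Fads2 and Tfrc, the transferrin receptor, held 7 of them among 10 probe sets. The cluster of Acta2 and Cnn1, both of contractile cells, held 22 among 66. The 7 clusters with no such probe set included those of Pgr, of Dbp and of Bmal1, and the largest of these held 9 probe sets.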

As a general trend, Method 2 identified a larger percentage of genes for clusters with more distinct temporal patterns. For example, Method 2 identified all the genes in cluster 4, which has a very distinct pattern; whereas it identified less than half of the genes in clusters 2,3 and 5, which exhibit far less obvious temporal patterns. This suggests that many of the additional genes found by Method 1 may be false positives. However, there are some clear exceptions to this general trend. For example, Method 2 found only 56% of the genes in cluster 6, despite the fact that the genes in this cluster have nearly identical expression profiles, and exhibit a very distinct temporal pattern. 

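Method 2 called all 9 probe sets of the cluster that holds Pgr, Greb1, Stc2 and LOC100910319, whose mean log2 level differed from the overall mean by 1.10 on day 1 and -1.25 on day 3. It called all 7 of the cluster of Dbp and Per2, 11 of the 13 of the cluster of Per1 and 35 of the 41 of the cluster of Fkbp5, Klf15 and Nr1d2. In the largest cluster it called 732 of 1459.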

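The cluster with the cyclins Ccna2, Ccnb1 and Ccnb2 held 26 probe sets, of which Method 2 called 11, or 42.3%. Of the 7 measured cyclins, Ccnb2 was higher on day 3 than on day 1 and 6 did not pass (3 higher when adjusted over the list alone). The cluster also held Aurkb, Cdk1, Cenpf, Mki67 and Top2a, all genes of mitosis. The mean log2 level of the cluster differed from the overall mean by -0.81 on day 1, 0.15 on day 2, 0.85 on day 3 and -0.22 on day 4, and its median rho was 0.518. Actg2, a smooth muscle actin in the same cluster, had a rho of 0.806 and was called by both methods.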

Clearly, Method 1 is identifying biologically significant genes that were missed by Method 2.

## Conclusion

The algorithm presented in this paper provides a method for identifying significant temporal variation in time course gene expression data without requiring replicates. This experimental paradigm enables researchers to collect data at more time points, which often provides greater biological insight. This was evident in these experiments where the procedure allowed the discovery of significant circadian variation in a substantial number of genes.

Based on our simulation tests, when compared with the method described in [2], our method appears to be more sensitive to detecting low frequency (relative to the sampling rate) time-dependencies for any given false discovery rate. Neither method is effective at identifying higher frequency temporal trends.

Specifically, the results of the sensitivity tests indicate that to detect variation of a given frequency, at least 8 time points per cycle are needed.

The method was used in a study of the estrous cycle in rat mammary glands revealing the presence of genes with circadian variation. The circadian patterns for two genes, Per1 and Bmal, were validated by quantitative real time PCR analysis. Additional patterns have been validated in follow-up experiments. The identification of circadian genes by our method highlights the advantage of evaluating non-replicative time course data in comparison to replicate data. Specifically, if replicate and no-replicate studies had been undertaken with the same number of subjects (animals), the circadian patterns would not have been identified in the replicate study.

## Methods

### Simulation tests

The simulation tests were performed as follows. In the p-value and FDR tests, data were generated using time points *t *= (0, 2, 4, 6, 8, 10, 12, 14, 16, 18, 20), and the two methods were tested using a 4th order spline with knots [0, 0, 0, 0, 5, 10, 15, 20, 20, 20, 20].

In the p-value tests, we generated 9 data sets, each consisting of the log-expression values of 2000 genes generated from the following model, with timepoints *t *= (0, 2, 4, 6, 8, 10, 12, 14, 16, 18, 20):

(5) *Y*_*ij *_= *α *cos(*ωt*_*j*_) + *N *(0, 1).

Here, *α*, and *ω *are parameters that control the magnitude and frequency of the time dependent variation in the data, and *N*(0, 1) is the Gaussian distribution with mean 0 and variance 1.

The null data set was generated using *α *= 0. The other 8 data sets were generated using all combinations of the following parameter values *α *= 1 or 2, and *ω *= .1, .25, .5 and 1.

In the FDR tests, we generated 2500 time-dependent genes using Equation (5) and 2500 genes from the null distribution, for a combined data set of 5000 simulated genes. For each method, we determined for each gene the smallest fdr rate that would result in that gene being selected. By sorting the genes according to these threshold fdr rates, we could easily calculate the number of true discoveries and the number of false discoveries that would result from every possible fdr rate. These test were performed for the same 8 combinations of *α *and *ω *that were used in the p-value tests.

In the sensitivity tests, we generated 500 time-dependent genes from (5) with *α *= 1, *ω *= 1, with *T *evenly-spaced time points ranging from *t*_*min *_= 0 to *t*_*max *_= 20. With this choice of parameters, the cosine function in (5) cycles roughly 4 times over the range of time points. Both methods were run on the simulated data set using *M *+ 1 evenly spaced knots ranging from *t*_*min *_= 0 to *t*_*max *_= 20. For Method 1, the permutation vector *π *was chosen according to the procedure described in Section 2.1.3. For Method 2, a sample size of 500 was used for the bootstrapping procedure. For each run, we calculated the average of the estimated *p*-values for all genes in the data set. The tests were repeated for all combinations of *T *∈ {9, 17, 25, 33, 49, 65}, *K *= {2, 3, 4}, and *M *= (*T *- 1)*R *for *R ∈* {2, 4, 6, 8}. Note that the number of knots *M *+ 1 used in each case depends on the number of time points *T *and the ratio *R*. Specifically, *M *= (*T *- 1)/*R*. Thus, smaller values of *R *correspond to larger numbers of knots.

### Estrous cycle study

The data analyzed in the estrous cycle study were generated as follows. Sprague-Dawley female rats were obtained from Taconic Farms (Germantown, New York, USA) as adult virgins 70 +/- 3 days of age. Vaginal lavages were performed daily to identify rats with regular 4 day estrous cycles, as previously described [7]. Rats were included in the study after confirmation of at least two consecutive and regular 4-day estrous cycles. Cervical tissue, harvested and prepared for histological analysis, was used to confirm stage of estrous at time of euthanasia. Collecting each tissue sample required sacrificing the rat, so each microarray measured expression levels from a different rat. This resulted in significant heterogeneity between samples that was independent of time. Rats were sacrificed at approximately 1.5 hour intervals between 7 am and 7 pm over the four day estrous cycle. Blood samples were taken for hormone levels and a mammary gland was dissected and flash frozen to be used for later mRNA extraction. Left mammary gland chains 4–6, with lymph nodes removed, were quick frozen in liquid nitrogen for biochemical and molecular analyses. All animal procedures were done in compliance with the AMC Cancer Research Institute Animal Care and Use Committee and NIH Policy on Humane Care and Use of Laboratory Animals. Total RNA was isolated from approximately 100 mg fractions of frozen, pulverized mammary tissues using TriZol reagent as per the manufacturer's supplied protocol (Invitrogen Life Technologies, Inc, Carlsbad, California, USA). RNA samples were further purified and DNase treated using RNeasy and the RNase-Free DNase Set (Qiagen, Valencia, California, USA) as per the manufacturer's suggestions. Quality and quantity of total RNA was assessed using the RNA 6000 Nano Assay (Agilent Technologies, Palo Alto, California, USA). First and second strand cDNA synthesis was carried out using a one-cycle method (first strand then second strand synthesis) employing an Invitrogen cDNA synthesis kit as outlined in the Affymetrix 2003 protocol. The double stranded cDNA product was cleaned up and used as template for target labeling in vitro transcription reaction (Affymetrix GeneChip IVT Labeling kit). Twenty *μ*g of amplified IVT product was fragmented, and the quality of both the IVT product and the fragmentation product were assessed using the Agilent Bioanalyzer system. All samples passed and were subsequently hybridized to the Rat RAE_230 2.0 Affymetrix microarray chips. Hybridized chips were scanned, data collected and scaled to a target gene intensity of 175 using GeneChip Operating Software™ (GCOS) version 1.1 (Affymetrix, ). Initial quality assessment of all scanned chips was performed using GeneChip Operating Software (GCOS) v1.1. Compiled data in the form of 32 individual CEL files, the primary output of scanned Rat RAE_230 2.0 microarray chips, were imported to GeneSpring (Agilent Technologies, ) for analysis using the native probe level GC-Robust Multi-array Average (GC-RMA) algorithm. Incomplete and ambiguous data was discarded leaving samples at the following 31 time points (measured in hours after midnight of the first day of the estrous cycle): 7, 7.5, 10, 13, 13.2, 14.6, 16, 17.6, 31.6, 32.8, 34.5, 35.5, 37.1, 38.3, 41.6, 43, 57, 58, 59.8, 61.3, 62.5, 64.2, 65.6, 67.1, 79.3, 80.9, 82.5, 83.9, 85.3, 86.3, 88.1. 

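In the array of the rat sampled at 40 h, the 1 array not among these 31, Per1 stood at 229, the 4th highest of the 32 arrays, and Bmal1 at 44. Pgr stood at 270 and Greb1 at 195, against 35 and 21 in the rat of 41.6 h and 241 and 85 in the rat of 38.3 h. The array had a median intensity of 50.7 and a median Spearman correlation with the other arrays of 0.985 across probe sets, the 8th lowest of 32. The mean of the skeletal muscle markers stood at 2.97 log2 units above the mean of the 31 rats, the highest of the 32. Across the 1908 probe sets that Method 1 called without this array, its log2 deviations had a correlation of 0.14 with the spline fitted to the other arrays. When each of the other 31 was left out in turn and the calls were made again without it, the correlation had a median of 0.49 and a range of -0.19 to 0.79. Those correlations are across genes, which are not independent replicates.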

(Time point 40 was discarded because the data appeared corrupted). After processing, consensus expression levels were available for each gene at each time point. In order to minimize the possible adverse impact of low-level noise on the analysis, any gene that had a consensus expression level reading of less than 10 at any time point was deleted. This procedure resulted in a data set consisting of 21044 genes at 31 time points. 

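In the deposited table, 21068 of 31042 probe sets had an intensity of at least 10 on all 31 arrays, after 57 control probe sets were left out. With the controls kept, 21097 passed, and over all 32 arrays 21049 passed. Of the 21068, 15568 carry a single gene symbol, 353 carry several and 5147 are unnamed here. Actg1, a cytoplasmic actin, stood at 11278 ± 1149 (SD, n = 8 rats) on day 1 and 11939 ± 1071 (SD, n = 8) on day 3 for its brighter probe set, and did not pass the test of that difference (adjusted p = 0.511 from limma).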

Raw data are deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO series GSE12289). Prior to applying our algorithm, we performed the following normalization procedure to the expression values:

*Y*_*ij *_= log *X*_*ij *_- *μ*_*i*_,

where *X*_*ij *_is the consensus expression level for gene *i *at the *j*th time point, and *μ*_*i *_is the average value of log *X*_*ij *_for the *i*th gene.

The algorithm was applied to the normalized data *Y*_*ij*_, using a 2nd order (piecewise linear) spline defined with the following knots sequence: 7,7,17.6,31.6,43,58,67,79.3,88.1,88.1. These knots correspond to the first and last time point collected for each day.

The null distribution of the test statistic was calculated using the permutation vector *π *= (7, 14, 23, 30, 1, 15, 20, 26, 6, 9, 19, 29, 3, 10, 22, 28, 2, 13, 24, 5, 11, 25, 27, 8, 17, 21, 31, 4, 12, 18, 16).

Significant genes were identified using a false discovery rate of *f *= .25. The genes were clustered by applying a hierarchical clustering method to the spline coefficients calculated by equation (3). A complete linkage method was used, and the distance between two genes *i *and *j *was defined using the Euclidean distance . From this, 20 clusters were identified.

In the validation study, two genes were selected for further study: Per1 (period homolog 1), and BMal (brain-muscle-ARNT-like protein). For these two genes, quantitative real time PCR was performed, as described in [6]. Primers used for analysis were: Bmal-F1 5'-GGG CTG GAC GAA GAC AGT GA-3', Bmal-R1 5'-CGC CCG ATT GCA ACG A-3', Per1-F1 5'-CCT GCA CAC CCA GAA GGA A-3', Per1-R1 5'-GAG GTG TCA AGC CCA CGA A-3', Actin-F1 5'-TCT GTG TGG ATT GGT GGC TCT A-3', Actin-R1 5'-CTG CTT GCT GAT CCA CAT CTG-3'.

## Authors' contributions

SB and MN contributed the initial concept for this work and obtained funding for the experimental work. PS supervised the rat experiments and MR performed the RNA extraction, Affymetrix benchwork and initial microarray analysis using GeneSpring. Weston Porter's lab performed the quantitative real time PCR analysis of the Per1 and Bmal genes. SB contributed the major mathematical analysis and the paper was written with additional insights from the other authors. All authors read and approved the final manuscript.

## References

[B1] Bar-Joseph Z (2004). Analyzing time series gene expression data. Bioinformatics.

[B2] Storey JD, Xiao W, Leek JT, Dai JY, Tompkins RG, Davis RW (2005). Significance Analysis of Time Course Microarray Experiments. Proceedings of the National Academy of Sciences of the United States of America.

[B3] de Boor C (1978). A Practical Guide to Splines.

[B4] Golub GH, Loan CFV (1983). Matrix Computations.

[B5] Benjamini Y, Hochberg Y (1995). Controlling the false discovery rate: A practical and powerful approach to multiple testing. Journal of the Royal Statistical Society B.

[B6] Metz RP, Qu X, Earnest D, Porter W (2006). Circadian Clock and Cell Cycle Gene Expression In Mouse Mammary Epithelial Cells and in the Developing Mouse Mammary Gland. Dev Dyn.

[B7] Schedin P, Mitrenga T, Kaeck M (2000). Estrous cycle regulation of mammary epithelial cell proliferation, differentiation, and death in the Sprague-Dawley rat: a model for investigating the role of estrous cycling in mammary carcinogenesis. J Mammary Gland Biol Neoplasia.

How the deposited data were processed for this re-analysis (not part of the article)

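Mammary gland RNA of 32 rats was measured on 1 Affymetrix Rat 230 2.0 array each. The deposited intensity values were made by the authors from the scanned arrays with GC-RMA (GCRMA in the submitters' processing notes, version not given in the sources used here), which corrects background and normalizes between arrays. They are on a linear scale from 2.22 to 37317, with array medians from 49.9 to 54.7, and the authors took logs afterwards. The number of arrays, 1 per time point, limits the precision. No slide or scan batch was known for the arrays, so no batch could be tested.

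The 57 control probe sets were left out, and probe sets with an intensity of at least 10 on all 31 arrays used by the paper were kept. Symbols came from the platform annotation, checked through Entrez identifiers against the GRCr8 gene table. No coordinates are given, since the values carry no genome build. Where a gene had several probe sets, the one with the highest mean log2 intensity stood for it in the gene lists, and the one with the largest change among the 10 largest changes.

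Method 1 used a B-spline of order 2 with 8 basis functions, the ratio of fitted to observed variance of the centred log values, the paper's permutation vector and Benjamini-Hochberg adjustment at 0.25. The formulas for the score of permutation vectors and for Method 2's statistic were missing from the text at hand, and a reading of them was used: the F statistic for Method 2, with 500 bootstraps of each probe set's residuals, and, for the alternative vectors from a local search, a sum of inverse distances. Clusters came from complete linkage on the spline coefficients. The limma fits used log2 intensities, the cycle day as a factor and the clock hour centred at 12.5 h, with an adjusted p threshold of 0.05. Gene lists were tested with limma's camera with the preset correlation and with an estimated correlation. The genes named are those the paper names, the 10 largest increases and 10 largest decreases past the threshold in each comparison, members of small clusters and members of the gene lists.

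The scripts were tested on simulated data for 21068 probe sets with noise that was independent between probe sets. limma recovered 64% of changes of 0.5 on the log2 scale over 10 h, 88% of changes of 1 and 98% of changes of 2, with 5.9% of calls false, and for day 3 against day 1 it recovered 58%, 88% and 96%, with 6% false. Method 1 recovered 3% of profiles spanning 2 residual SDs and 65% of those spanning 4, with 26.1% of all its calls false. Method 2 recovered 10% and 75%, with 50.9% false, above the nominal rate.

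Alternatives covered the filter, the arrays used, knots and spline order, the null distributions, false discovery rate, normalization, clustering, variance model, covariates and the probe set per gene. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, R 4.3.3 and limma 3.58.1 were used. The PCR series of Fig. 8 was only read by eye from the figure, and the simulations of the paper were not analysed here.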

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

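The tests of why the calls varied with the permutation vector, and the tests on muscle markers, were chosen after the results were seen. So was the correlation of each array with the spline over calls made again without that array. The counts of Method 1 calls without each array and with local search vectors were planned. Of 120 groups of rats (27 gene lists and 3 genes on each of 4 days), 5 held a rat far from the others of its day, where chance gives about 6. The mean of the DNA replication list was 1.50 log2 units above its overall mean in the rat of 62.5 h, against 0.39 in the next rat of day 3. The interferon-stimulated list stood at 0.36 in the rat of 41.6 h, against -0.01 in the next rat of day 2. On day 4 the mast cell markers stood at 0.57 at 88.1 h (next 0.19), the mitosis list at 0.54 at 82.5 h (next -0.24) and the nerve and Schwann cell markers at 0.48 at 86.3 h (next 0.02).

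Nptxr, a gene named because its values stood out, had a slope along the day that differed between days (adjusted p = 0.0177 from limma's F test). The slope was -0.069 on day 1, 0.15 on day 2, -0.022 on day 3 and 0.049 on day 4, in log2 units per hour. Chance cannot be excluded for this single call: 5 of 100 orders of the residuals, the real one included, gave as many, and the highest of the others gave 317 probe sets. So high a count points to some structure of the samples, but what gave it was not tested. The count was 0 without the rat of 7.5, 31.6, 41.6 or 43 h and 2 without the rat of 79.3 or 80.9 h.

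The array of 40 h, which the paper left out, had a correlation of 0.14 across genes with the spline fitted to the other arrays, over probe sets called without it. With calls made again without each array in turn, 2 of the other 31 had a lower one and the median was 0.49. Its skeletal muscle list mean of 2.97 was the highest of the 32. Its mitosis list mean was -0.43, within the range of the other rats of day 2. The rats before it had -1.05 at 35.5 h, 1.30 at 37.1 h and 0.24 at 38.3 h. Those after it had 0.25 at 41.6 h and 2.00 at 43 h.

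The number of Method 1 calls changed with the permutation vector, with a coefficient of variation of 0.812 over 100 random vectors. When residuals were shuffled separately in each probe set, with the fit kept for the Method 1 calls alone, it was 0.026, and a first version with the fit kept for every probe set gave 0.056. Keeping the fit sets the number of calls by construction, so these tests decide nothing and variation between arrays that many probe sets share stays open. Removing the means of 4 marker lists (adipocyte, skeletal muscle, luminal epithelial and lymphocyte) left it at 0.797, which argues against the amounts of these cell types as the cause. Apart from the amounts of these cell types, no biological explanation was tested.

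Among the 31 rats, skeletal muscle transcripts differed by a range of 6.39 log2 units in the list mean, from -3.89 at 10 h to 2.50 at 13.2 h. Acta1, a muscle actin, ran from 41 to 15148 and Myh4, a muscle myosin, from 11 to 7673. The range was narrower for the marker Myh1, from 1098 to 3500. None of the markers is in another of the lists. The 28 pairs of the 8 measured markers had a median correlation of 0.95 across arrays, which is consistent with pieces of muscle in the dissected tissue. Rats that followed each other within a day differed by 0.86 times as much as pairs in general. All 8 markers had negative slopes (median log2 change -1.14 over 10 h), but 0 of them passed, also when adjusted over the list alone. The list had an adjusted p = 0.0837 from camera with the preset correlation and 0.798 with an estimated correlation. With the probe set of largest interquartile range its adjusted p from camera was 0.0290. Time of day therefore stays open.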

How the results depend on the processing

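The alternatives with 4 tissue marker lists and with control probe sets, and the tests on other orders of the sampling times, were chosen after the data were seen. The Per1 and Bmal1 slopes kept their sign and an adjusted p under 0.05 from limma in all 37 alternatives run for each. No gene or list changed sign in a call. Of the values for single genes and lists, 385 stayed on their side of the threshold, 19 lost a call and 10 gained one. The causes of the changes below were not tested. Between 23.7% and 26.6% of probe sets on an array lay under an intensity of 10, where there is little signal over background, and without that filter Method 1 called 1424.

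Method 1 called 844 with a spline of order 3, 437 with order 4, 373 at a false discovery rate of 0.05, 696 at 0.1, 770 with the null pooled over random vectors, 221 to 5953 over local search vectors, 1103 by limma's F test and 4794 with 4 tissue marker lists regressed out. Leaving out 1 array gave 666 to 2713. Method 2 called 308 at 0.05 and 487 at 0.1. The 3 largest clusters held 860 under Ward linkage and 606 with a correlation distance. Along the day, leaving out 1 array gave 173 to 304 higher and 112 to 178 lower. The higher counts were 139 without day 1, 77 without day 2 and 161 without day 4, and the lower counts 78 without day 1 and 52 without day 2. For day 3 against day 1, leaving out 1 array gave 33 to 136 higher and 61 to 212 lower. Array weights gave 190 higher and 381 lower, arrays of 41.6 to 67.1 h against 7 to 38.3 h gave 161 and 247, and 4 tissue marker lists as covariates gave 146 and 230. Slopes that differed between days numbered 0 with all 32 arrays and 0 to 2 when leaving out 1 array. With an estimated correlation, 2 lists passed for time of day against 5, and 0 against 12 for day 3 against day 1.

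In 100 within-day orders of the clock hours, only the real one reached the real count of 412 probe sets. The highest other was 81, so chance is unlikely for the total. For day 3 against day 1, only the real one of 100 splits reached the real count of 237. The highest other was 160, so chance is unlikely for that total too, but these splits do not test a single gene. A share of 1 in 100 is the smallest such tests can give. For the number of gene lists chance cannot be excluded. For time of day, 82 of 100 orders passed as many lists as the real 5 (highest other 16). For day 3 against day 1, 25 of 100 splits passed as many as the real 12 (highest other 16). Passing with the preset correlation is therefore weak evidence for a single list, although no list was followed singly through these orders and splits. The 2 clock lists also passed for time of day with an estimated correlation (adjusted p = 1.81e-06 and 4.25e-05). Of 100 orders of the sampling times, only the real one gave Method 2 at least the real 1054 calls. The highest other gave 869, and 10 of the 99 others gave at least 100. Chance is thus unlikely for that total, but it is not excluded. For Method 1, 4 of 100 gave at least the real 1908. That share is under 0.05, but 3 other orders gave 2008, 3569 and 4802 calls, so the real count lies within the spread of the other orders and the exclusion of chance is not firm. What gave the many calls in those orders was not tested.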

Differences from the paper's values

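The cluster that holds Per1 had 13 probe sets here, and the paper's has 57. The cluster that holds Pgr had 9, and the paper's has 14. No alternative set before the data were examined was computed for these sizes. In Fig. 8 the Per1 values of the series labelled as arrays differ from the deposited arrays, by the rule that 1 value is more than 1.5 times the other, at 7 h (44.2% here, about 21% in Fig. 8, read by eye), 7.5 h (21.5%, about 9% in Fig. 8), 10 h (44.2%, about 26% in Fig. 8), 13 h (25.7%, about 5% in Fig. 8) and 16 h (73.1%, about 15% in Fig. 8). By the same rule the Bmal1 values differ at 13 h (26.7%, about 15% in Fig. 8), 14.6 h (14.0%, about 43% in Fig. 8) and 16 h (9.2%, about 6% in Fig. 8). The gaps in percentage points were wide, but under that ratio, for Per1 at 17.6 h (74.1%, about 52% in Fig. 8) and Bmal1 at 7 h (91.1%, about 64% in Fig. 8). Values here are percentages of the highest of the 31 arrays. As percentages of the highest array of day 1, Per1 stood at 48.8% at 7 h and 80.8% at 16 h. No alternative set before the data were examined was computed for these values. The paper states that Method 2 called a minority of the genes of its large clusters 2, 3 and 5, and here it called 53.7% of the probe sets of the 3 largest: 50.2% of the largest, of 1459, and 69.1% and 78.3% of the next ones, of 139 and 120. These are not the same groups. The paper lists no clear pattern for its 3, whereas here the cluster of 139 went from 0.41 log2 units on day 1 to -0.45 on day 3 and the fit of the cluster of 120 fell from 0.42 at 7 h to -0.32 at 17.6 h. For the cluster of the cyclins the paper's value is 56%, and here it was 42.3%.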

Other observations

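The tests of Pgr and Greb1 against the mitosis genes and of the labels of Fig. 8 were chosen after the data were seen. Over the 31 rats, the log2 level of Greb1 and the mean of 24 mitosis genes had a Pearson r of -0.71 (permutation p = 2e-05, the smallest these permutations can give, adjusted p = 0.00024) and a Spearman rho of -0.77 (permutation p = 2e-05, adjusted p = 0.00024). For Pgr, r was -0.67 (permutation p = 6e-05, adjusted p = 0.00036) and rho -0.70 (permutation p = 8e-05, adjusted p = 0.00048). These permutations did not keep rats within their day, so the values also hold differences between days. With the day means removed and rats permuted within their day, r was -0.57 for Greb1 (permutation p = 0.0012, adjusted p = 0.0048) and rho -0.53 (permutation p = 0.0039, adjusted p = 0.016), whereas for Pgr neither passed (r -0.47, permutation p = 0.028, adjusted p = 0.056, and rho -0.31, permutation p = 0.12, adjusted p = 0.21). Without the 2 rats farthest from the median, the r over the 31 rats became -0.73 for Greb1 and -0.64 for Pgr. Within days, r for Greb1 was -0.11 on day 1, -0.80 on day 2, -0.61 on day 3 and -0.80 on day 4, and for Pgr 0.09, -0.81, 0.49 and -0.78. No r within a single day passed adjustment over the 12 relations computed (smallest adjusted p = 0.056, exact permutation test), whereas rho passed on day 2 for Pgr (-0.86, adjusted p = 0.026, exact permutation test) and Greb1 (-0.81, adjusted p = 0.044, exact permutation test) and on day 3 for Greb1 (-0.86, adjusted p = 0.026, exact permutation test). The relation was noticed in these data before it was tested. It did not pass within day 1 or day 4 for either gene, and for Pgr not on day 3, where r (0.49, adjusted p = 0.32, exact permutation test) and rho (0.12, adjusted p = 0.87, exact permutation test) had the opposite sign. On day 2, the rat of 37.1 h had Pgr at 54 and a mitosis mean of 1.30, between rats of 35.5 h (276 and -1.05) and 38.3 h (241 and 0.24).

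Of the 27 lists, 12 passed camera for day 3 against day 1 with the preset correlation and 5 for time of day. For day 3 against day 1, the interferon-stimulated genes had a median log2 change of 0.28 (adjusted p = 0.00428), with 0 of 16 passing (0 when adjusted over the list alone) and day 3 rats from -0.38 at 59.8 h to 1.05 at 57 h in the list mean. The median was -0.23 for 18 immediate early genes (adjusted p = 0.00693, 0 passing, 0 when adjusted over the list alone), -0.19 for 9 endothelial markers (adjusted p = 0.00438, 0 passing, 3 lower when adjusted over the list alone) and -0.17 for 13 clock genes of the E-box and D-box arm (adjusted p = 0.0341, 0 passing, 0 when adjusted over the list alone). Of 13 glucocorticoid-responsive genes 1 was lower (Klf9, median of the list -0.30, adjusted p = 0.0253), of 6 nerve and Schwann cell markers 1 (Mal, median -0.10, adjusted p = 0.0400) and of 3 keratinocyte and skin markers 1 (Calml3, median -0.13, adjusted p = 0.0137), with the same counts of 1 when adjusted over the list alone. None of these 7 lists passed with an estimated correlation (adjusted p = 0.232 to adjusted p = 0.444 with an estimated correlation), and the glucocorticoid list did not pass with array weights (adjusted p = 0.162).

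For time of day, 0 of 18 immediate early genes passed (2 lower when adjusted over the list alone), with a median log2 change of -0.24 over 10 h and an adjusted p = 0.00136 for the list in camera with the preset correlation (adjusted p = 0.555 with an estimated correlation). Of 23 collagen and matrix genes 0 passed (2 lower when adjusted over the list alone), with a median of -0.06 and an adjusted p = 0.0135 (adjusted p = 0.798 with an estimated correlation, and adjusted p = 0.0744 with quantile normalization). Lum, a proteoglycan of the matrix, was higher on day 3 by 0.88, Scd2, a fatty acid desaturase, by 1.00 and, later in the day, Wnt4, a secreted signal, by 0.86 and Srebf1, a regulator of lipid synthesis, by 0.77 on the log2 scale.

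The lymphocyte list ran from -0.65 at 79.3 h to 2.09 at 80.9 h and the milk and secretory list from -1.47 at 13 h to 1.48 at 41.6 h, in log2 units around the mean of the 31 rats. Neither list passed camera with the preset correlation for time of day (adjusted p = 0.269 and 0.321) or for day 3 against day 1 (adjusted p = 0.293 and 0.671). With array weights both passed camera for day 3 against day 1 (adjusted p = 0.0388 and 0.0183). With an estimated correlation and no array weights neither passed camera for that comparison (adjusted p = 0.839 and 0.891). In both lists 0 members passed limma there.

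For Fig. 8, a hypothesis is that the labels of the array and PCR series are exchanged. The deposited array values differed from the series labelled as PCR by a mean of 0.9 percentage points for Per1 and 0.3 for Bmal1 over 8 rats, and from the series labelled as arrays by 22.1 and 11.2. The figure was read by eye, and the PCR measurements behind it were not analysed here.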
